A study of Mus musculus with 10 samples. Its data were reported in "Multi omics analysis of fibrotic kidneys in two mouse models" (2019).

How the data were processed

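Protein abundance was measured in 10 mouse kidneys by tandem mass tag (TMT) mass spectrometry, in which the peptides of each kidney carry a chemical tag that releases a reporter ion of its own mass, so that all kidneys are measured together as 1 set. The kidneys came from the unilateral ureteral obstruction (UUO) model, in which the ureter of the left kidney is tied off. The groups were taken from the sample labels: 2 normal kidneys removed before surgery (day 0), 3 kidneys at day 3 of obstruction, 3 at day 7 and 2 at day 14.

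The authors digested the kidney protein, measured reporter ions at the third stage of mass spectrometry, searched the spectra with Sequest against Uniprot and kept proteins at a false discovery rate of 1%. They kept quantified peptides only above a minimum summed reporter signal-to-noise and a minimum isolation specificity, which limit noise and interference. The deposited values are log2 abundances that the authors normalised with the trimmed mean of M-values (TMM) in edgeR. The authors assigned Uniprot entries to Ensembl genes of the GRCm38 assembly. How several entries of 1 gene were combined is not stated in the paper, and the authors' available code was not examined here. Each file holds 1 log2 abundance for each of the same 8453 genes in 1 kidney, with 0 missing values. Reporter ion counts, peptide numbers and spectrum numbers were not used here, so the depth behind each value is unknown and no counting interval is given. TMM assumes that most proteins do not change between samples, so a shift shared by most proteins is not visible in these values. Peptides isolated together with others can compress TMT ratios, so the fold changes may be smaller than the true ones.

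Gene symbols and coordinates were taken from GENCODE M21, an annotation of GRCm38. Of the gene identifiers, 8421 were found there and 32 were not, and 8396 were protein-coding genes. There were 87 sets of genes with identical values in every kidney, 204 genes in all, and 8336 genes remained when each set was counted once. The number of annotated protein products per gene was the number of different sets of coding coordinates among its protein-coding transcripts. Protein sequences and the Uniprot entries that the authors assigned were not compared.

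The tests had been planned for linear values before normalisation. The deposited values were already normalised and on the log2 scale, so under the rule set in advance they were used as deposited, with no further normalisation and no pseudocount. Differences were estimated with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with the default prior), with 4 group means and 1 variance per gene shared by all 10 kidneys. This gave 6 residual degrees of freedom, 2.32 prior degrees of freedom and a median residual SD of 0.0951 on the log2 scale. P-values were adjusted by the Benjamini-Hochberg method over all genes within each contrast. A protein was called higher or lower at an adjusted p under 0.05 and a log2 fold change of at least 1 in that direction, and called changed at an adjusted p under 0.05 alone. The contrasts were each obstructed group against normal, day 7 against day 3, and day 14 against day 7.

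The replicate numbers 1, 2 and 3 in the sample labels recur in each group, and they are the source of the pairing in a second fit that used the replicate number as a block. The correlation of the deviations of 2 kidneys from their group means was used to check whether kidneys with the same number deviate together. The order of replicates 1 and 2 in the 4 groups was compared with that after swapping the numbers within groups, a check added after seeing the data. Kidneys from different animals killed on different days have no stated link through these numbers, and the fit without the block was kept as the main result.

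The limma step was tested on simulated data with 200 of 8453 genes changed by known amounts. It recovered 99% of them for day 3 against normal, 99.5% for day 7 against normal and 98.5% for day 14 against normal. Of the calls, 3.41%, 3.86% and 4.37% were false. Far fewer genes were changed in the simulation than in the kidneys, where 6218 were changed at day 3 and 6925 at day 14. The simulation thus tests only whether the step finds changes of the simulated sizes when few genes change. Its shares do not apply to smaller changes or to the false calls in the real data.

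Single values were compared between the 2 normal and the 8 obstructed kidneys with exact two-sided permutation tests over the 45 splits of the kidneys, for which the smallest possible p is 0.0222. Separation of the groups was tested with an exact permutation test of a pseudo-F, which sets squared distances between groups against those within groups, on Euclidean distances over all assignments of the kidneys to groups of the same sizes. Principal component analysis used centred and unscaled log2 values. The coefficient of variation (CV) of the housekeeping proteins was taken on the log2 scale over all kidneys, with the linear scale as an alternative. Protein families were defined by the prefix of the gene symbol. For each, the median of its members was taken in each kidney, and the median log2 fold change was placed among those of 10000 random lists of genes matched on mean abundance.

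The proteins named were the fibrosis and injury markers and the 9 housekeeping proteins used by the study. In addition, for day 14 and for day 3 against normal, the 5 proteins with the largest rise and the 5 with the largest fall were named among those with an adjusted p under 0.05, every kidney of that day beyond every normal kidney, and a mean log2 abundance above the lower quartile of 4.41. Havcr1, which is 1 of the 6 markers, was not analysed here.

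The alternatives tried were scaling to equal totals, scaling to equal medians, a pseudocount of 10, removal of genes below the lower quartile, a prior with an abundance trend and robust estimation, 1 entry per gene symbol, fits of only the groups compared, the replicate block, and leaving out each kidney in turn. TMM applied again (with a share of 0.3 of the M-values and 0.05 of the A-values trimmed on each side), a pseudocount of 1, equal totals without Tpm1, identical values counted once, genes with 1 annotated protein product, and families without genes of other proteins that share the prefix were added after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the other steps.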

Results

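The data set followed the mouse kidney proteome through unilateral ureteral obstruction (UUO), in which urine outflow from 1 kidney is blocked and the kidney becomes fibrotic. It held log2 normalised abundances of 8453 genes in 10 kidneys, of which 2 were normal, 3 were taken at day 3, 3 at day 7 and 2 at day 14. The median log2 abundance was similar in all kidneys and lay between 5.75 and 5.88. The interquartile range was 2.98 and 2.93 in the normal kidneys and lay between 2.57 and 2.66 in the obstructed kidneys. The lowest value was -3.06 in a normal kidney and the highest was 23.00 in a day 14 kidney. The highest values belonged to tropomyosin 1 (Tpm1), which made up 42.1% of the linear total in normal replicate 2 and 81.7% in day 14 replicate 1. The linear totals lay between 3506262 in day 3 replicate 2 and 10263549 in day 14 replicate 1. The number of reporter ions behind each value is unknown, so precision was judged from the replicate kidneys alone.

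Principal component analysis was used to ask whether kidneys group by time after obstruction. The first principal component (PC1) held 83.1% of the variance, the second 8.70% and the third 3.00%. PC1 scores were -77.7 and -73.1 in the normal kidneys, between -0.89 and 2.66 at day 3, between 4.39 and 25.2 at day 7, and 47.5 and 53.6 at day 14. The share of PC1 depended most on the scaling of the proteins and was 65.9% when each was scaled to unit variance. Euclidean distances between kidneys of the same group lay between 17.0 and 30.0 over 8 pairs. Those between obstructed kidneys of different days lay between 30.6 and 68.5 over 21 pairs, and those between normal and obstructed kidneys between 79.4 and 132.4 over 16 pairs. No distance within a group reached the shortest distance between groups. In the exact permutation test of these distances the pseudo-F was 27.3 and p = 0.000159, the smallest value that the assignments of the kidneys to groups of these sizes allow.

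**Figure D1:**
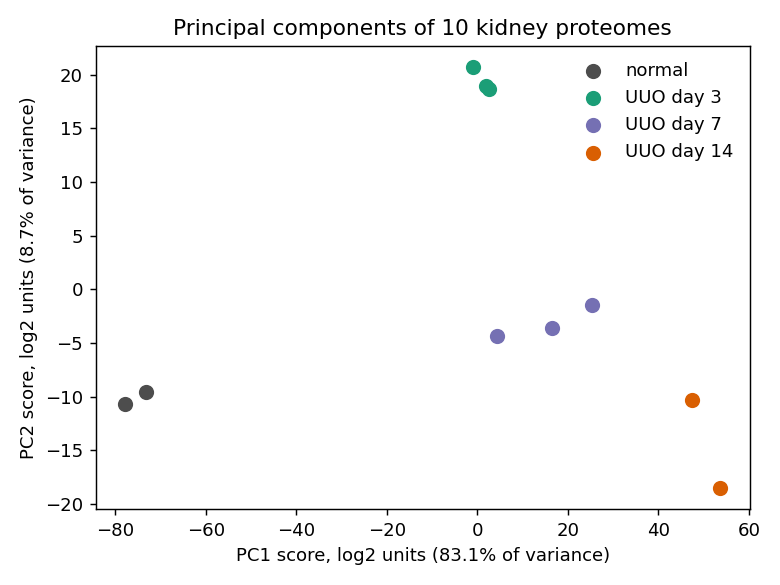
Scores of the 10 kidneys on PC1 (horizontal axis, log2 units, 83.1% of variance) and PC2 (vertical axis, log2 units, 8.70% of variance), with 1 point per kidney coloured by group. The normal kidneys lie at -77.7 and -73.1 on PC1 and the day 14 kidneys at 47.5 and 53.6, with the day 3 and day 7 kidneys between them.

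Each obstructed group was compared with the normal kidneys to ask which proteins change during obstruction. At day 3, 737 proteins were higher and 1092 lower by at least 1 on the log2 scale at an adjusted p under 0.05. At day 7 the numbers were 875 higher and 1357 lower, and at day 14 they were 1248 higher and 1709 lower. Without the limit on fold change, 6218 proteins were changed at day 3 (2910 up and 3308 down), 6596 at day 7 (3268 up and 3328 down) and 6925 at day 14 (3504 up and 3421 down). Of the scaling alternatives, setting each kidney to the same linear total moved the higher and lower counts at day 14 most. It shifted the median log2 fold change of all proteins by 0.015 at day 3, -0.49 at day 7 and -1.12 at day 14, and gave 429 proteins higher and 4574 lower at day 14. Much of the linear total belonged to Tpm1, and with Tpm1 left out of the total, an alternative chosen after seeing the data, the median shifted by 0.51, 0.42 and 0.20. Equal medians shifted it by 0.12 at day 14. With the replicate number as a block, 724 proteins were higher and 1040 lower at day 3, 855 and 1318 at day 7, and 1245 and 1709 at day 14. The deviations from the group means had a mean correlation of -0.0197 over 13 pairs of kidneys with the same number, with single pairs between -0.20 and 0.25, and 0.0108 over 24 pairs with different numbers. Centring on the group means ties these 2 means to each other, so they are not separate measurements. Replicates 1 and 2 kept the same order in all 4 groups for 18.2% of genes, against 12.5% for independent signs, and 2 of the 8 ways of numbering these replicates gave as many genes, the actual one included. The paper lists each kidney under a mouse of its own, so kidneys with the same number do not share an animal. A link of another kind through these numbers was neither shown nor ruled out. Of the 32 named proteins 7 were higher in replicate 1 in every group and 1 was lower, and of their 160 contrasts 1 passed the adjusted threshold only with the block (Cyp2a4 from day 7 to day 14, adjusted p = 0.0393 against 0.100) and 4 only without it.

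Successive time points were compared to ask what changes as obstruction goes on. Between day 3 and day 7, 53 proteins rose and 73 fell by at least 1 on the log2 scale, and 2640 were changed at an adjusted p under 0.05 alone. Between day 7 and day 14, 123 proteins rose and 255 fell by that amount, and 3320 were changed at an adjusted p alone. The fit with the replicate number as a block, in which pairs with the same number had a mean correlation of -0.0197, gave 52 higher, 71 lower and 2275 changed for day 7 against day 3. For day 14 against day 7 it gave 141 higher, 298 lower and 3023 changed. Equal totals again moved the counts most, to 512 lower and 10 higher between day 3 and day 7.

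The persistence of early changes was examined from day 3 to day 14. Of the 1829 proteins past the limits at day 3, 1746 were past them in the same direction at day 14, which is 95.5% (95% Wilson interval 94.4% to 96.3%, an interval that treats proteins as independent and does not cover variation between animals). The share was 79.7% when the kidneys were scaled to equal totals. There were 631 proteins higher and 1037 lower at all 3 time points. A further 339 were higher and 349 lower at day 14 only. Of those past the limits at day 3, 83 were not past them at day 14, and 0 were past them in the opposite direction, among 3065 proteins past the limits at any time point. The number in the opposite direction was 7 under equal totals, 1 under equal medians, and 82 of 6218 at an adjusted p alone.

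The fibrosis markers chosen by the study were alpha smooth muscle actin (Acta2), collagen type I alpha 1 chain (Col1a1) and fibronectin (Fn1). Acta2 (ENSMUSG00000035783, GRCm38 chromosome 19, 34241090 to 34255590, minus strand) had a mean log2 abundance of 8.65 ± 0.18 (SD, n = 2) in normal kidneys and 9.41 ± 0.24 (SD, n = 2) at day 14. Its log2 fold change against normal was 0.10 ± 0.14 (SE) at day 3 (adjusted p = 0.534), 0.36 ± 0.14 at day 7 (adjusted p = 0.0390) and 0.76 ± 0.15 at day 14 (adjusted p = 0.00148). In the exact permutation test of normal against all obstructed kidneys, Acta2 differed by 0.36 with p = 0.178, and 6 of 8 obstructed kidneys lay above every normal one. Under equal totals the log2 fold change of Acta2 was -0.13 at day 7 and -0.35 at day 14, and with Tpm1 left out of the total, an alternative chosen after seeing the data, it was 0.61 at day 3, past the adjusted threshold. The step of Acta2 from day 3 to day 7 was 0.26 ± 0.12 (adjusted p = 0.133) and that from day 7 to day 14 was 0.40 ± 0.14 (adjusted p = 0.0512). The last step was 0.44 under equal medians (adjusted p = 0.0252) and -0.23 under equal totals, and it also passed the threshold with TMM applied again and with either pseudocount. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042, plus strand) rose from 7.16 ± 0.02 (SD, n = 2) to 9.25 ± 0.05 (SD, n = 2) at day 14. Its log2 fold change was 0.50 ± 0.13 at day 3 (adjusted p = 0.00832), 0.98 ± 0.13 at day 7 (adjusted p = 0.000149) and 2.09 ± 0.14 at day 14 (adjusted p = 1.92e-06). Each later step was also past the adjusted threshold, with 0.49 ± 0.12 from day 3 to day 7 (adjusted p = 0.0184) and 1.11 ± 0.13 from day 7 to day 14 (adjusted p = 0.000887). Under equal totals Col1a1 did not pass the threshold at day 3 (0.51) or at day 7 (0.49), the step from day 3 to day 7 was -0.018, and the step from day 7 to day 14 was 0.49 and not past the threshold. Fn1 (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200, minus strand) was higher by 1.96 ± 0.14 at day 3, 1.69 ± 0.14 at day 7 and 2.11 ± 0.16 at day 14. The step of Fn1 from day 3 to day 7 was -0.27 ± 0.13 (adjusted p = 0.138) and that from day 7 to day 14 was 0.42 ± 0.14 (adjusted p = 0.0481). With the replicate number as a block, for which the mean correlation of same-numbered kidneys was -0.0197, the last step was 0.38 and no longer past the threshold, and under equal totals it was -0.21. It also fell short in a fit of only the groups compared and, at 0.20, with Tpm1 left out of the total. The step from day 3 to day 7 was past the threshold under equal totals (-0.77) and with Tpm1 left out of the total (-0.36).

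Of the injury markers, clusterin (Clu) and lipocalin 2 (Lcn2) were measured, and kidney injury molecule 1 (Havcr1) was not analysed here. Clu has 6 annotated protein products and Lcn2 has 2, so the question of added values raised below is open for both. It is also open for the fibrosis markers Fn1, with 9, and Acta2, with 2, while Col1a1 has 1. Clu (ENSMUSG00000022037, chromosome 14, 65968483 to 65981547, plus strand) was higher than normal by 2.09 ± 0.18 (SE) on the log2 scale at day 3, 1.42 ± 0.18 at day 7 and 2.48 ± 0.20 at day 14. It fell by 0.66 from day 3 to day 7 (adjusted p = 0.0178) and rose by 1.06 from day 7 to day 14 (adjusted p = 0.00264). Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252, minus strand) was higher by 3.82 ± 0.29 at day 3, 3.30 ± 0.29 at day 7 and 4.39 ± 0.32 at day 14. Its step from day 3 to day 7 was -0.52 ± 0.26 (adjusted p = 0.155) and that from day 7 to day 14 was 1.09 ± 0.29 (adjusted p = 0.0179). Under equal totals the steps from day 7 to day 14 were 0.43 for Clu and 0.46 for Lcn2, and neither was past the threshold. The last step of Lcn2 also fell short in a fit of only the groups compared (adjusted p = 0.0522), and its step from day 3 to day 7 was past the threshold under equal totals (-1.02). In the exact permutation tests of normal against all obstructed kidneys, adjusted over the 5 markers, Fn1 differed by 1.90, Clu by 1.94 and Lcn2 by 3.77, each with a raw p of 0.0222 and an adjusted p of 0.0370, and for each of them 8 of 8 obstructed kidneys lay above every normal one. Col1a1 differed by 1.08 with an exact p of 0.0444 and an adjusted p of 0.0556, which fails the correction, although 8 of 8 obstructed kidneys lay above both normal ones.

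**Figure D2:**
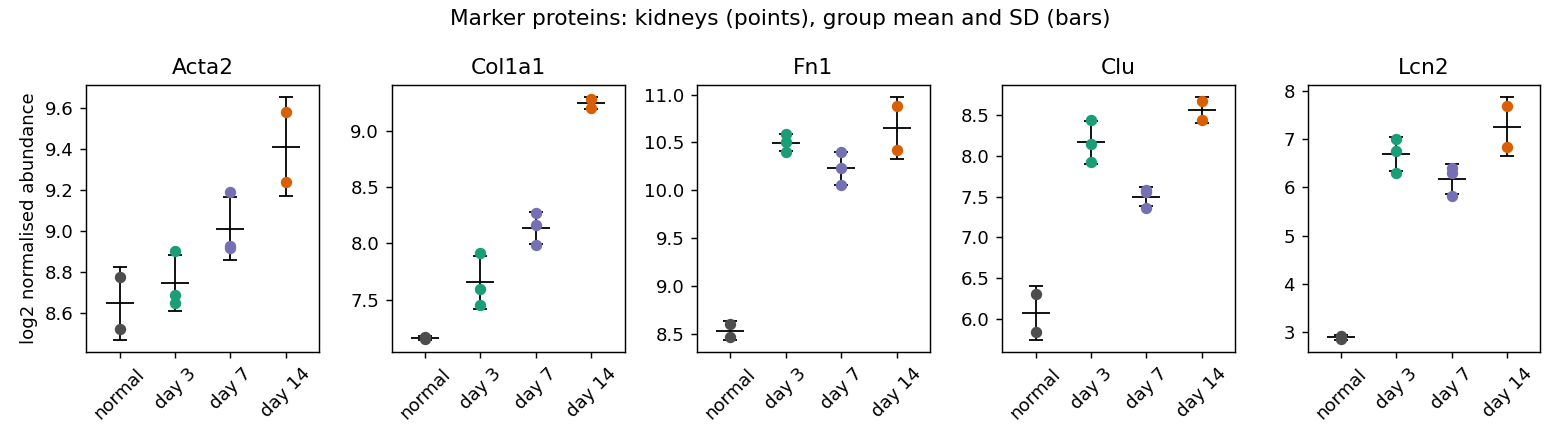
Log2 normalised abundance (vertical axes) of Acta2, Col1a1, Fn1, Clu and Lcn2 in each kidney by group, with points for kidneys and black bars for the group mean and SD. Col1a1 rises at each step to 9.25 at day 14, while Clu is lower at day 7 (7.50) than at day 3 (8.17) and at day 14 (8.56).

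The largest rises at day 14 among the proteins that met the naming rule were those of Ltbp2, Marcksl1, Col12a1, Cd276 and S100a9. Latent TGF-beta binding protein 2 (Ltbp2, ENSMUSG00000002020, chromosome 12, 84783212 to 84876532, minus strand) rose from 2.06 ± 0.23 (SD, n = 2) to 7.91 ± 0.08 (SD, n = 2), a log2 fold change of 5.85 ± 0.32 (SE, adjusted p = 6.13e-07). Marcksl1 (chromosome 4, 129513581 to 129515985) rose by 5.44 ± 0.36, Col12a1 (chromosome 9, 79598991 to 79718831) by 4.94 ± 0.19 and Cd276 (chromosome 9, 58524298 to 58555437) by 4.82 ± 0.18. S100a9 (chromosome 3, 90692632 to 90695721) rose by 4.46 ± 0.68 (adjusted p = 0.000292), and its SD of 1.15 between the 2 day 14 kidneys was the largest of the 5. The largest falls were those of Pbld2, Slc22a8, Khk, Ndufv3 and Acad8. Phenazine biosynthesis-like protein domain-containing protein 2 (Pbld2, ENSMUSG00000020072, chromosome 10, 63024315 to 63058813, plus strand) went from 15.33 ± 0.09 (SD, n = 2) to 8.31 ± 0.56 (SD, n = 2), a log2 fold change of -7.02 ± 0.38 (SE, adjusted p = 6.09e-07). The log2 fold change was -6.01 ± 0.43 for the organic anion transporter Slc22a8 (chromosome 19, 8591254 to 8611835), -5.77 ± 0.25 for ketohexokinase (Khk, chromosome 5, 30921431 to 30931248), -5.46 ± 0.38 for the complex I subunit Ndufv3 (chromosome 17, 31520115 to 31531331) and -5.46 ± 0.31 for Acad8 (chromosome 9, 26974135 to 26999566). Khk, with a mean log2 abundance of 12.39, was 1 of the 19 genes above a mean of 12, and each of these 19 has 2 or more annotated protein products. Ndufv3, with a mean log2 abundance of 11.52, lay above each of the other 40 complex I genes, of which the highest had a mean of 8.93. Pbld2, with a mean of 11.74, lay above Ndufv3, and Acad8 had a mean of 10.35. Pbld2 and Acad8 each have 2 annotated protein products, so the question of added values raised below is open for them too. It is also open for the rises of Ltbp2, with 6 annotated products, and of Col12a1 and Cd276, with 3 each. Marcksl1, S100a9 and Slc22a8 have 1 each. The direction of each of these 10 changes was the same under every scaling tried.

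At day 3 the largest rises were those of Itih4, Hp, Spp1, Mup7 and Lcn2. Inter-alpha-trypsin inhibitor heavy chain 4 (Itih4, ENSMUSG00000021922, chromosome 14, 30886476 to 30902353, plus strand) rose from 6.11 ± 0.72 (SD, n = 2) to 12.12 ± 0.78 (SD, n = 3), a log2 fold change of 6.01 ± 0.61 (SE, adjusted p = 3.85e-05), and fell by 3.18 from day 3 to day 7 (adjusted p = 0.00534). Haptoglobin (Hp, chromosome 8, 109575128 to 109579172) rose by 4.51 ± 0.48, osteopontin (Spp1, chromosome 5, 104435118 to 104441050) by 4.23 ± 0.26 and major urinary protein 7 (Mup7, chromosome 4, 60066469 to 60070475) by 4.00 ± 0.68. Mup7 belongs to a family of closely related genes whose peptides cannot always be told apart, and its SD reached 2.05 between the 2 day 14 kidneys. Itih4, Spp1, Mup7 and Lcn2 have 4, 5, 3 and 2 annotated protein products, and Hp has 1. The question of added values raised below is thus open for the first named of these. The largest falls at day 3 were those of Slc22a8, Dnajc12, Cyp2a4, Slc6a19 and Slc22a6. Of these, Dnajc12 has 2 annotated products and each of the others has 1. Slc22a8 (ENSMUSG00000063796) went from 8.90 ± 0.17 (SD, n = 2) to 3.93 ± 0.26 (SD, n = 3), a log2 fold change of -4.97 ± 0.40 (SE, adjusted p = 1.40e-05). The log2 fold change was -4.29 ± 0.49 for Dnajc12 (chromosome 10, 63382443 to 63410576), -3.76 ± 0.37 for the cytochrome P450 Cyp2a4 (chromosome 7, 26307169 to 26315088), -3.67 ± 0.45 for the amino acid transporter Slc6a19 (chromosome 13, 73679745 to 73704865) and -3.67 ± 0.37 for the organic anion transporter Slc22a6 (chromosome 19, 8618039 to 8628299).

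Housekeeping proteins, which are often taken as constant, were examined as a check on the comparability of the kidneys. Over the 9 proteins the mean CV was 3.82% on the log2 scale and 22.1% on the linear scale, and the median linear CV of all genes was 19.3%. Of the 9 proteins, 3 had a linear CV below that median. At day 14 the log2 fold change was 1.25 ± 0.09 (SE) for Actb, 1.01 ± 0.09 for B2m, -1.25 ± 0.09 for Gapdh and -1.33 ± 0.12 for Pgk1, and each had an adjusted p under 0.05. In all, 8 of the 9 were past that threshold, and only Hprt, at 0.16 ± 0.10 (adjusted p = 0.159), was not. Hprt did pass it under equal medians (0.27), with Tpm1 left out of the total (0.36) and under equal totals (-0.96). Actb, with a mean log2 abundance of 17.68 and 5 annotated protein products, was also among the 19 genes above a mean of 12, and Pgk1 had the same values as 1 other gene. The log2 fold changes of B2m, Hprt, Polr2a and Tbp at day 14 were positive as deposited and were negative under equal totals. Under equal totals Actb changed by 0.14 and was no longer past the threshold, and Gusb, Ppia and Tbp each fell short of it under at least 1 other alternative.

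Protein families were compared as groups, and all 10 families had at least 10 members. Membership followed the prefix of the gene symbol, which takes in Col4a3bp, a ceramide transfer protein, among the collagens, Ndufa4, Ndufa4l2 and 7 assembly factors among the complex I genes, and 4 genes such as Slc9a3r1 among the solute carriers. The change is the mean over the 8 obstructed kidneys of the median of the family minus that over the 2 normal kidneys, on the log2 scale. It was 1.22 for the 20 collagens, -1.36 for the 168 solute carriers, -1.72 for the 41 complex I genes, -1.19 for the 70 mitochondrial ribosomal proteins, 0.93 for the 10 annexins and 2.29 for the 12 keratins. Each of these 6 had a raw p of 0.0222 in the exact permutation test and an adjusted p of 0.0370, and in each of them 8 of 8 obstructed kidneys lay on the same side of both normal kidneys. The 20 genes taken in by the complement prefix, which also include C1qbp and C77080, changed by 0.58 with an exact p of 0.0667 and an adjusted p of 0.0952, which fails the correction, although 8 of 8 obstructed kidneys lay above both normal ones. Their median log2 fold change was 1.35 at day 3, 0.93 at day 7 and 2.06 at day 14, and it was positive at each day under equal totals and equal medians. The 10 laminins changed by -0.04, the 78 cytosolic ribosomal proteins by -0.05 and the 47 proteasome genes by -0.02, with exact p-values of 0.933, 0.667 and 0.844, and the sign of all 3 changes turned positive under equal medians. These pooled values hide differences between days, as the laminin median in both day 14 kidneys was above both normal kidneys (0.39 and 0.35), with a median log2 fold change of 0.40 that was -0.71 under equal totals. Of the cytosolic ribosomal proteins, 71 of 78 were higher at day 3 and 70 of 78 lower at day 14, and 58 were lower at day 14 under equal medians. With Tpm1 left out of the total their medians at days 3, 7 and 14 were 0.58, 0.34 and 0.032. Under that scaling the medians were 0.43, 0.36 and 0.61 for the laminins and 0.45, 0.32 and 0.016 for the proteasome genes. The median of all proteins shifted by 0.51, 0.42 and 0.20 under it. The pooled change was also computed under equal totals, equal medians and TMM applied again, but not with Tpm1 left out of the total. Of the scalings with a pooled change, equal totals moved the families most. At day 3, however, equal totals shifted the median of all proteins by 0.015, against 0.51 with Tpm1 left out. Under equal totals the pooled change was 0.76 for the collagens, 0.48 for the annexins and -1.82 for the solute carriers. None of the 6 families then passed the adjusted threshold of the exact permutation test. With 45 splits this test falls short as soon as 1 other split is as extreme, so it does not show a smaller change, and the changes of the solute carriers and complex I were larger under equal totals. With Col4a3bp left out, an alternative chosen after seeing the data, the collagens changed by 1.49 with an adjusted p of 0.0635 in the exact permutation test. Leaving out collagens below the lower quartile of mean abundance gave a change of 0.61 for that family. Of all 20 collagens, 13 were higher and 7 lower at day 3, while 17 were higher at day 7 and 19 at day 14. The median log2 fold change of the collagens was 0.73 at day 3, 1.06 at day 7 and 1.82 at day 14, and under equal totals the last was 0.70 against a shift of -1.12 in all proteins. For complex I it was -1.44, -1.75 and -2.46, with 40 of 41 genes lower at each day, the exception being Ndufa4l2 (0.93 at day 14), which was also lower at day 14 under equal totals. With Tpm1 left out of the total 39 were lower at day 3. The mitochondrial ribosomal proteins had medians of -0.88, -1.10 and -1.69, and 70 of 70 were lower at each day as deposited, under equal totals and under equal medians, while 69 were lower at day 3 and at day 7 with Tpm1 left out of the total. The annexins had a median of 1.05 at day 14, which was -0.07 under equal totals. At day 14 the median of the solute carriers and of complex I was below that of each of 10000 random lists matched on abundance, as was that of the mitochondrial ribosomal proteins, and those of the collagens, complement genes and keratins were above each.

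**Figure D3:**
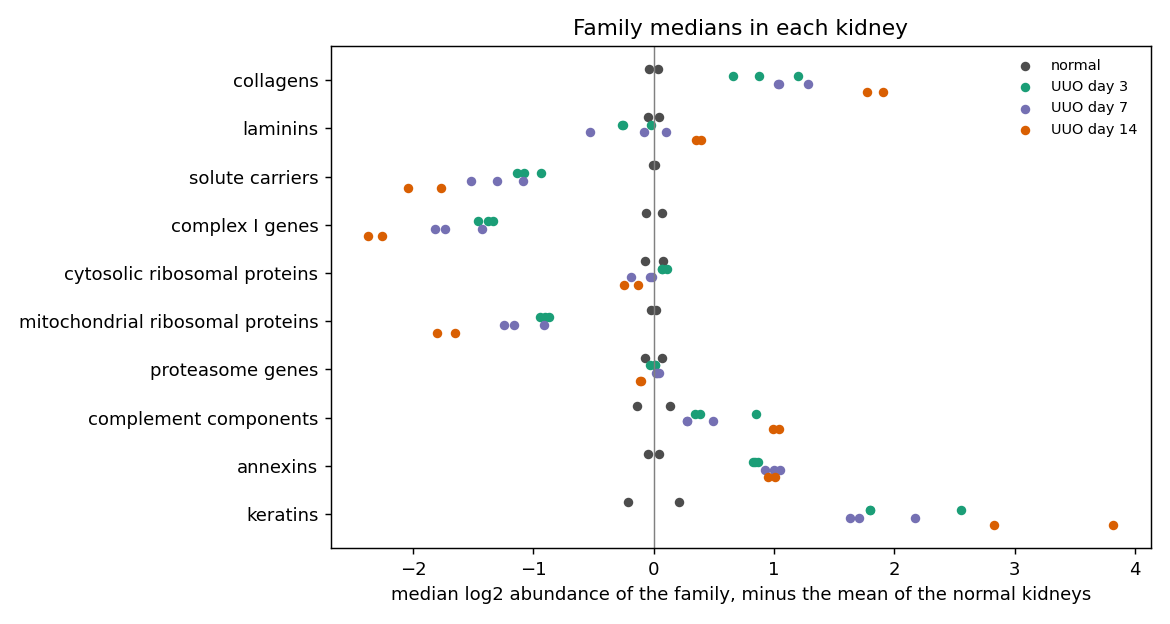
Median log2 abundance of each protein family in each kidney minus the mean of the 2 normal kidneys (horizontal axis), with 1 row per family and 1 point per kidney coloured by group. Complex I genes, solute carriers and mitochondrial ribosomal proteins lie below both normal kidneys in 8 of 8 obstructed kidneys and collagens, annexins and keratins above both, and of these 6 families only the annexins changed the sign of their median fold change under equal totals, to -0.07 at day 14.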

Values the study reported

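The study reported 8942 quantified proteins for the obstruction model. It gave an average coefficient of variation of 3.3% for the housekeeping genes and read this as stable expression in all kidney samples. The paper does not state the scale of this average or which of its RNA and protein data sets it covers. It is therefore not directly comparable with the protein values given above for the obstruction model.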

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

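The groups, the tests, the rule for the named proteins and most alternatives were fixed before the data were examined, and the 6 alternatives named below as chosen after seeing the data were tested only after the result was seen. The deposited values were already normalised and on the log2 scale, so the alternatives of no further normalisation and no pseudocount equal the reported values.

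Of 195 protein counts under settings other than leaving out a kidney, 150 stayed within 1.5 times the reported count. Of the 45 that did not, 15 came from the filter on annotated products and 5 from that on low abundance, where removing genes lowers counts by itself. Scaling to equal totals gave 3517 proteins changed at day 3, 440 higher and 2232 lower at day 7, and 429 higher and 4574 lower at day 14. For day 7 against day 3 it gave 10 higher, 512 lower and 4834 changed, and for day 14 against day 7 it gave 17 higher, 1468 lower and 5938 changed. Equal totals without Tpm1, chosen after seeing the data, gave 1624 higher and 342 lower at day 3, 1684 higher and 786 lower at day 7, and 60 higher and 487 lower for day 14 against day 7.

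A pseudocount of 10 gave 402, 469 and 819 proteins higher at days 3, 7 and 14, 13 higher and 26 lower for day 7 against day 3, and 68 higher and 129 lower for day 14 against day 7. Genes above the lower quartile gave 478, 567 and 817 higher at the 3 time points, and 24 higher and 45 lower for day 7 against day 3. Genes with 1 annotated protein product, a filter chosen after seeing the data that keeps 2673 of 8392 genes, gave 260 higher, 403 lower and 1970 changed at day 3, 285, 516 and 2117 at day 7, and 412, 621 and 2236 at day 14. The share of genes higher at day 3 was 9.73% after this filter and 8.72% before it. The filter gave 18, 32 and 832 for day 7 against day 3 and 47, 107 and 1083 for day 14 against day 7. Fits of only the groups compared gave 2141 changed for day 14 against day 7. The fit with the replicate block kept every count within 1.5 times, for example 5911 changed at day 3. A prior with an abundance trend, 1 entry per gene symbol, equal medians, and, chosen after seeing the data, TMM applied again, a pseudocount of 1 and identical values counted once also kept every count within that range.

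Across the fits that each left out 1 kidney, the counts for day 7 against day 3 ran from 47 to 118 lower and from 1207 to 3165 changed, and those lower for day 14 against day 7 from 149 to 389. Fits that left 1 kidney in a group compared gave no calls for it and no count.

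For the named proteins, 390 of 424 values under the other settings kept their direction and their side of the threshold, 14 became weaker, 10 stronger and 10 reversed. All 10 reversals came under equal totals, which shifts the median of all proteins by -1.12 at day 14. Acta2 was then -0.13 at day 7, -0.35 at day 14, -0.24 for day 7 against day 3 and -0.23 for day 14 against day 7, although that last step passed the threshold under equal medians, TMM applied again and both pseudocounts. At day 14 B2m was -0.11, Hprt -0.96, Polr2a -0.57 and Tbp -0.57. Fn1 was -0.21 for day 14 against day 7, and Col1a1 was -0.018 for day 7 against day 3. Of 530 values with 1 kidney left out, 17 became weaker, 1 stronger, and 26 moved by more than the replicate SD where 1 kidney remained in a group. The remaining 486 kept their direction and side of the threshold or, where 1 kidney remained, moved by less than that SD. The sign turned for 1 of these 486, Acta2 at day 3, at -0.027 without normal replicate 1. Leaving out a kidney outside the groups compared cannot move the fold change, only its adjusted p. Many of the 486 could therefore not change direction, and their number is not a measure of stability.

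PC1 held 79.3% of the variance under equal totals, 86.6% for the 500 most variable proteins, 65.9% at unit variance, and 77.5% to 85.6% with 1 kidney left out. The exact p of the group separation was 0.000159 under equal totals, equal medians, TMM applied again and 1 minus Spearman correlation, and it was not run with kidneys left out. The housekeeping CV was 6.82% under equal totals, 22.1% on the linear scale, and 3.32% to 4.01% with 1 kidney left out. The share of day 3 changes kept at day 14 was 90.5% at an adjusted p alone and 79.7% under equal totals.

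Under equal totals 6 families no longer passed the adjusted threshold, with changes of 0.76 for collagens, -1.82 for solute carriers, -2.18 for complex I genes, -1.64 for mitochondrial ribosomal proteins, 0.48 for annexins and 1.83 for keratins. Collagen members above the lower quartile changed by 0.61, which also did not pass. Without genes of other proteins that share the prefix, chosen after seeing the data, the collagens changed by 1.49 and did not pass, while the solute carriers and complex I did. The other 3 of these families had no such genes to leave out. The families whose pooled change was near 0 turned positive under equal medians, at 0.041 for laminins, 0.034 for cytosolic ribosomal proteins and 0.065 for the proteasome, and the proteasome was 0.020 with TMM applied again. With 1 kidney left out, laminins ran from -0.10 to 0.031, the proteasome from -0.086 to 0.056 and cytosolic ribosomal proteins from -0.12 to 0.028. The cause of these pooled changes was not tested, as none was computed with Tpm1 left out of the total. At day 14 the shift of all proteins was -1.12 under equal totals and 0.20 with Tpm1 left out. The annexin median at day 14 was -0.07 and 1.25, and the reversals among named proteins were 10 and 0. The fall under equal totals at day 14 thus depended on Tpm1. At day 3 leaving Tpm1 out moved the median more (0.51 against 0.015). The unknown depth limits what can be said of single proteins of low abundance.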

Other observations

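The tests of the number of annotated products, of Ndufv3 against its complex, of red-cell proteins, of plasma proteins under equal totals, of the other ribosomal stalk proteins and of the other splits of the kidneys were chosen only after the result was seen.

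Some genes had abundances far above all others. There were 19 genes with a mean log2 abundance above 12, led by Tpm1 at 21.58 and Actb at 17.68, and they held 62.8% to 90.6% of the linear total of a kidney. A candidate explanation is that log2 values of several protein entries of a gene were added together when entries were assigned to genes. This would multiply abundances and inflate fold changes. Of genes with 1 annotated product, 15.4% were higher and 23.2% lower at day 14, against 14.8% and 20.2% of all genes. A wide inflation among genes with several products is thus not visible, but these shares do not single out the genes above 12. Of these 19 genes, 0 had 1 annotated protein product, against 2673 of 8392 genes (Fisher's exact test, p = 0.000897), and their median number of products was 6 against 2 for all genes. Long proteins, which give more peptides, are another explanation, and the median length of the longest product was 768 residues against 467, at the 75.8th percentile of all genes, so length could contribute. Length alone gave as few single-product genes in 0.39% of 10000 draws of genes matched on length, where 4.75 were found on average. The step by which the authors combined entries is not stated in the paper, and their available code was not examined here. The adding of values therefore remains a hypothesis.

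If values were added, fold changes of such genes would be larger than those of proteins in the same complex. Ndufv3, with a mean log2 abundance of 11.52, changed by -5.46 ± 0.38 (SE) at day 14, which is 2.24 times the median of the other 40 genes with the complex I prefix (-2.43, or -2.50 for the 31 that are subunits), and lower than the lowest of them (-2.93). Ndufv3 came to attention through its large fall, so this comparison cannot tell whether values were added. Sptan1, with a mean of 16.79, changed by -1.16 ± 0.16, which is 1.24 times the change of its partner Sptbn1 (-0.94 ± 0.06, mean 10.93), less than the 1.5 times set for added values. Sptbn1 has 3 annotated products and may itself hold added values, so this ratio cannot decide either. A separate regulation of Ndufv3 was not tested.

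Plasma proteins rose in the obstructed kidneys. The median of 15 plasma proteins was higher by 1.54 on the log2 scale in obstructed kidneys (exact permutation p = 0.0222, adjusted over 2 lists 0.0444), above both normal kidneys in 8 of 8. Scaling to equal medians gave 1.62, but it moves the groups too little to test the normalisation. Scaling to equal totals gave 1.08, with 8 of 8 obstructed kidneys still above both normal ones and an exact permutation p of 0.0667, so the rise kept its direction and lost its side of the threshold. More blood left in the obstructed kidneys may be a cause. Red-cell proteins, of which 8 of 12 listed were found, rose by 0.51 (exact permutation p = 0.222, adjusted 0.222), 0.333 of the plasma rise, with 2 of 8 obstructed kidneys above both normal ones. Under equal totals they rose by 0.056 (exact permutation p = 0.911), with 1 of 8 above both. That scaling moves all proteins of a kidney alike and lowered the plasma rise too. The value under equal totals therefore cannot tell whether residual blood caused the plasma rise. The normal kidneys differed from each other by 1.24 in the red-cell proteins as deposited, more than the change itself, so residual blood cannot be ruled out.

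Rplp1, a protein of the ribosomal stalk, rose by 4.45 ± 0.44 (SE, adjusted p = 1.73e-05) at day 14 and lay above both normal kidneys in 8 of 8 obstructed kidneys, while the cytosolic ribosomal proteins as a family had a median change of -0.17 at day 14, which was -1.29 under equal totals and turned to 0.032 with Tpm1 left out of the total. A shared rise of the stalk proteins was tested on its partners, and the larger of the changes of Rplp0 and Rplp2 was 0.13. Rplp1 had a mean log2 abundance of 2.68, and low abundance was tested on the 200 genes nearest to it in mean abundance, of which 0.5% changed by as much. Rplp1 came to attention through its rise, so this share cannot rule out low abundance. A wrongly assigned peptide or a change in a single protein could not be told apart here, since peptides were not used.

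The comparison of day 7 with day 3 was repeated for the other splits of its 6 kidneys into groups of 3. There are 10 splits, of which 4 part all 3 pairs of kidneys with the same replicate number, as the real split does, and 6 part 1 pair. Only 1 of the 4 splits, the real one, gave as many proteins higher, as many lower and as many changed at an adjusted p under 0.05. The other splits gave 0 proteins at that threshold and between 63 and 715 at an unadjusted p under 0.05, against 3843 in the real split. With 4 splits the share cannot go below 0.05, so a chance division of these kidneys cannot be excluded by this count.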
